A study of Homo sapiens with 18 samples. Its data were reported in "CDK8 and CDK19: positive regulators of signal-induced transcription and negative regulators of Mediator complex proteins" (2023).

How the data were processed

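RNA was sequenced from WT and CDK8/19 dKO HEK293 cells kept for 72 h in vehicle (0.1% DMSO) or in dCA or 15w at 1 μM each, in 18 libraries, 3 for each of 6 groups, and each library was assigned to its group from its label. Per the study's methods the authors enriched poly(A) RNA, aligned reads to GRCh38 (hg38) with STAR, handled the alignments with SAMtools and counted unique alignments per gene with featureCounts on the Gencode 25 basic annotation. The submitters' processing notes name STAR 2.7.2, SAMtools 1.5, Subread 1.5.3, which holds featureCounts, Trim Galore 0.4.5 and FastQC, and the methods give an earlier STAR version.

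The deposited table holds expected counts, that is counts per gene that need not be whole, for 56269 genes, of which 37002 had a count in any library. Between 15.2% and 17.0% of the values of a library were not whole, with 2 decimals, and all were rounded to whole numbers before testing. The plan had assumed whole counts, and rounding fractional ones moves a value by at most 0.5. The fractions are of the kind that sharing a read among overlapping genes gives, and the strand setting of the counting is not given in the sources used here, although the library kits that the methods name mark strand. MIF and its antisense gene MIF-AS1 had nearly equal mean counts (4194 and 4191). Antisense and overlapping genes, pseudogenes and members of close families are therefore uncertain. The 37 mitochondrial genes were at 0 in all libraries, and 178 genes were listed on more than one chromosome. Genes are named by the symbols of the table, which also gives chromosome, start and end. For gene type and GC content, 36113 symbols (64.2%) matched GENCODE 29.

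Total counts ranged from 12794104 to 25280963 per library, and the 10 most abundant genes took 3.30% to 3.85% of them. Replicate libraries differed by more than sampling noise in every pair (chi-square over degrees of freedom 1.24 to 4.55), so none was counted as a duplicate. Genes were kept by edgeR's filterByExpr with the 6 groups, which left 19032 genes and at least 99.86% of the counts of each library. CPM are scaled by TMM factors. Testing used edgeR 4.0.16 in R 4.3.3: quasi-likelihood fits of all 18 libraries with a mean per group and no other covariate, with 12 residual degrees of freedom, a prior of 21.9 degrees of freedom and a common dispersion of 0.00102, a biological coefficient of variation of 3.2%. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5 in either direction, the thresholds of the study. Contrasts were dCA and 15w against DMSO in each cell line, dKO against WT cells in DMSO, dCA against 15w in each cell line, the effect of each compound in WT minus that in dKO cells, and the mean of the inhibited WT groups against untreated dKO cells. Errors of fold changes are standard errors, and intervals are 95%. On data simulated from these libraries for 18452 genes, 97 of 100 genes changed by 2-fold and 100 of 100 changed by 3-fold were called for dCA in WT cells with 1 other gene, and 93 and 99 of 100 for the difference between cell lines with 3 other genes.

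The choices in this paragraph were made before the data were examined. The text names CDK8 and CDK19, the 20 genes that the study's text singles out, the 8 largest rises and 8 largest falls among called genes for each inhibitor in WT cells and for dKO against WT cells and the 5 largest in other comparisons, and 2 to 4 members of each gene list with the smallest adjusted p. Genes named by size had a mean of at least 1 CPM in the groups compared and all 3 libraries of one group above all 3 of the other. Some genes that this rule names are not reported here. Gene lists were 23 textbook lists (Mediator kinase module, core Mediator, immediate early genes, cholesterol synthesis, extracellular matrix, interferon-stimulated genes, NFκB, Wnt and TGFβ/BMP targets, hypoxia and glycolysis, ATF4, unfolded protein response, p53, E2F and cell cycle, MYC and ribosome biogenesis, ribosomal proteins, replication histones, and neuronal, neural crest and adrenal, epithelial, mesenchymal, hematopoietic and endothelial markers) and 3 lists of genes from the study (those its text names, those it lists for Senexin B and those for re-expression of CDK8 or CDK19), 26 in all. A list of mitochondrially encoded genes was untestable. Lists were tested by camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the 26 lists of a comparison, and again with an estimated correlation and by fry.

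In applying the rule for named genes to the differences between cell lines, separation of libraries was judged on treated against DMSO libraries of WT cells, a detail set after the data were seen. Chance correlation from shared DMSO libraries was taken from 20 simulations of unchanged groups, in which shared calls were counted too. Alternatives were DESeq2 size factors in edgeR and scaling by total counts, no filter (at least 1 count over all libraries) and a stricter filter (1 CPM in at least 3 libraries), DESeq2 1.42.0 and limma-voom, fits of only the groups compared, the replicate number as a block, no fold threshold, and leaving out each library in turn. DESeq2 without its filter on low counts was added after seeing the data. An adjusted p that DESeq2 leaves out stayed missing. The GC and length trends, thinned counts and other splits of the libraries were examined with the same test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with pandas 2.3.3.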

Results

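Gene expression was measured by RNA sequencing in HEK293 cells, a line derived from human embryonic kidney, and in a derivative in which CRISPR editing had knocked out both CDK8 and CDK19 (dKO cells). CDK8 and CDK19 are paralogous kinases of the Mediator kinase module, which acts with Mediator in transcription by RNA polymerase II. Parental (WT) and dKO cells received vehicle (0.1% DMSO), 1 μM didehydrocortistatin A (dCA), a synthetic analog of the natural product cortistatin A, or 1 μM 15w, an inhibitor given here by its code name. Treatment lasted 72 h, and each of the 6 groups held 3 libraries. Total counts ranged from 12794104 to 25280963 per library, and 19032 of the 56269 genes in the count table passed the filter on low counts. The WT 15w group had the highest mean total, with 23657203 counts against 17821512 for WT DMSO and 17458110 for WT dCA. The dKO groups had means of 14837155 (DMSO), 15375466 (dCA) and 18203762 (15w). Across all libraries the first principal component of log2 CPM held 46.6% of the variance and parted WT from dKO cells, and the second, with 12.5%, parted the WT DMSO libraries from the inhibitor-treated WT libraries. The labels call the libraries of a group biological replicates without describing how the cultures were kept apart, so the p-values measure the spread between these samples, which may be technical.

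CDK8 and CDK19 transcripts were both lower in dKO cells but remained detectable. CDK8 (chromosome 13, 26254104 to 26405238, plus strand, GRCh38) stood at 39.7 ± 0.81 CPM in WT DMSO cells and 19.9 ± 0.10 CPM in dKO DMSO cells (mean ± SD, n = 3 each). Its log2 fold change was -1.0 ± 0.06 (SE), with an adjusted p of 3.9e-15 in edgeR's quasi-likelihood test. CDK19 (chromosome 6, 110609978 to 110815958, minus strand) went from 38.5 ± 0.26 to 27.1 ± 0.08 CPM, a log2 fold change of -0.51 ± 0.07 that was significant by edgeR (adjusted p = 7.9e-08) but below the fold threshold of 1.5. A frameshift in a coding exon need not remove the transcript, so these values check the labels only in part. In WT cells dCA shifted CDK8 by -0.31 and CDK19 by 0.47 on the log2 scale, and 15w by -0.35 and 0.40, all below the fold threshold. The ratio of CDK8 to CDK19 RPKM was 2.18 ± 0.06 in WT DMSO cells, 1.26 ± 0.06 with dCA and 1.31 ± 0.18 with 15w, against 1.56 ± 0.01 in dKO DMSO cells (SD, n = 3).

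The first comparison asked what 72 h of dCA did to WT cells. MYC, which encodes a growth-promoting transcription factor, fell from 146 ± 5.05 to 35.8 ± 2.43 CPM (SD, n = 3), and APOE, which encodes a lipid carrier protein, rose from 8.63 ± 1.33 to 36.5 ± 3.61 CPM. By log2 fold change MYC (chromosome 8, 127735434 to 127741434) fell by 2.02 ± 0.06 (adjusted p = 1e-24) and APOE (chromosome 19, 44905754 to 44909393) rose by 2.06 ± 0.09 (adjusted p = 7.2e-19) in edgeR's quasi-likelihood test. In all, 1074 genes passed an adjusted p of 0.05 and a fold change of 1.5, of which 792 were higher and 282 lower, or 988 and 206 with scaling by total counts. The 8 largest rises among well-measured genes were INPP5D, an inositol phosphatase of hematopoietic signaling, at 3.20 ± 0.27, the unannotated transcript RP11-347C18.3 at 2.38, the collagen gene COL17A1 at 2.31, smooth muscle actin ACTA2 at 2.22, hyaluronan synthase HAS2 at 2.17, ACTA2-AS1 at 2.14, APOE and the secreted olfactomedin family gene OLFML3 at 1.96. The values of ACTA2 and its antisense partner ACTA2-AS1 are uncertain, since the library kits mark strand but no source used here states that the counting used it. The 8 largest falls were the synaptic immediate early gene ARC at -2.31 ± 0.15, ZCCHC12 at -2.26, MYC, the glutathione-degrading enzyme gene CHAC1 at -1.76, NDRG1 at -1.67, RP1-45C12.1 at -1.53, the cystine transporter gene SLC7A11 at -1.49 and TMEM229A at -1.48. INPP5D (chromosome 2, 233059967 to 233207903) went from 1.06 ± 0.34 to 10.1 ± 2.30 CPM and ARC (chromosome 8, 142611044 to 142614472) from 10.2 ± 1.07 to 2.04 ± 0.40 CPM. Replicate 2 was the highest library of its group for INPP5D, ACTA2 and ACTA2-AS1 in all 6 groups. For every gene named by size of change in these comparisons, all 3 libraries of one group lay above all 3 of the other, a separation that chance gives 10% of genes.

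Further genes that the study's text singles out were also called with dCA in WT cells. JUN, a subunit of the AP-1 transcription factor, fell by 0.81, the cyclin D1 gene CCND1 fell by 0.96 and the orphan receptor gene GPR50 fell by 0.94 on the log2 scale. EHD2 rose by 1.32, COL3A1 by 1.37, DERL3, which acts in degradation of misfolded proteins, by 1.32, and MVD of the mevalonate pathway by 0.71. RPL12P14 rose by 3.51, but it is a processed pseudogene whose reads can come from its parent gene, so its value is uncertain. ETV5 (0.23), ID3 (0.20), BTG1 (0.11), EGR1 (-0.11), KLF2 (-0.05) and CSRNP1 (-0.46) were not called.

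Gene groups fixed before the data were examined moved in both directions with dCA in WT cells, and 12 of 26 were called by camera at a preset correlation of 0.01. Of 33 ATF4 stress response genes 9 were lower and 1 was higher (adjusted p = 2e-14 by camera, 0.0059 with an estimated correlation), among them the amino acid transporter genes SLC7A5 (-1.14) and SLC1A5 (-0.75), ATF4 itself (-0.74) and asparagine synthetase ASNS (-0.92). The 40 MYC and ribosome biogenesis genes shifted lower by a median of 0.25 with no member past the fold threshold (adjusted p = 1.8e-15, and 0.0059 with an estimated correlation); NPM1 stood at -0.41 and GNL3 at -0.42. Of 26 p53 target genes 13 were higher, including BAX (0.88), CDKN1A (1.38) and FAS (1.03), with an adjusted p of 4.8e-13 and of 0.083 with an estimated correlation. Of 40 extracellular matrix genes 11 were higher and 1 lower (LAMB2 0.83, COL4A5 0.80, COL2A1 0.74), with adjusted p = 1.4e-05 and, with an estimated correlation, 0.28. Interferon-stimulated genes were higher in 7 of 43 cases (IFITM3 0.72, IFI35 0.92; adjusted p = 4e-04, and 0.069 with an estimated correlation). Hypoxia and glycolysis genes were lower in 6 of 33 cases (NDRG1, LDHA -0.66, DDIT4 -1.10; adjusted p = 7.9e-10, and 0.18 with an estimated correlation). Replication histone genes were higher in 8 of 14 cases and lower in 1 (HIST1H2BK 0.69, HIST1H1C 0.78; adjusted p = 0.00032, and 0.083 with an estimated correlation). The cholesterol synthesis list was called higher with 3 members up (among them TM7SF2 0.93) and 2 down (IDI1 -0.76, HMGCS1 -0.77), at an adjusted p of 0.0039 and of 0.28 with an estimated correlation. The 25 genes of the unfolded protein response of the endoplasmic reticulum were called higher with 1 member up, DERL3 (adjusted p = 0.0088, and 0.33 with an estimated correlation), and the 76 ribosomal protein genes were shifted by a median of -0.14 with none past the fold threshold (adjusted p = 2e-14, and 0.28 with an estimated correlation).

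The next comparison asked the same of 15w in WT cells. MYC fell to 39.6 ± 2.33 CPM and APOE rose to 37.6 ± 1.71 CPM (SD, n = 3), log2 fold changes of -1.88 ± 0.05 (adjusted p = 1.5e-24) and 2.11 ± 0.09 (adjusted p = 1e-19) by edgeR. With 15w 1216 genes were called, 1015 higher and 201 lower, or 1309 and 125 with scaling by total counts. The largest rises were INPP5D (3.13), HAS2 (2.26), COL17A1 (2.15), RINL (2.11), APOE, ACTA2 (1.98), ACTA2-AS1 (1.96) and OLFML3 (1.96). The largest falls were ZCCHC12 (-2.42), ARC (-2.16), MYC, NDRG1 (-1.72), TMEM229A (-1.64), CHAC1 (-1.47), KCTD12 (-1.39 ± 0.03), which had an edgeR adjusted p of 2.3e-26, and GPR50 (-1.26). COL3A1 rose by 1.75, EHD2 by 1.32 and DERL3 by 1.25, CCND1 fell by 1.02 and JUN by 0.81. MVD passed narrowly at 0.59 and was under the fold threshold without WT 15w replicate 1 (0.56) or WT DMSO replicate 3 (0.53). RPL12P14 stood at 3.33 with the same uncertainty as above. ETV5 (-0.21), ID3 (0.18), BTG1 (0.03), EGR1 (-0.32), KLF2 (-0.02) and CSRNP1 (-0.23) were not called, although ID3 was significant by edgeR (adjusted p = 0.00073) below the fold threshold.

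With 15w in WT cells 11 of 26 gene groups were called by camera. The ATF4 stress response again had 9 of 33 members lower and 1 higher (SLC7A5 -1.16, STC2 -0.96; adjusted p = 1.1e-13, and 0.0073 with an estimated correlation), and the MYC and ribosome biogenesis list had a median of -0.27 with none past the fold threshold (adjusted p = 1.3e-17, and 0.0036 with an estimated correlation). Interferon-stimulated genes were higher in 7 of 43 cases (BST2 1.03, IFI35 1.01; adjusted p = 8.9e-05, and 0.042 with an estimated correlation). Of the p53 targets 10 were higher and 1 lower (BAX 0.77, CDKN1A 1.11, SPATA18 1.21; adjusted p = 2.8e-10, and 0.12 with an estimated correlation). Of the extracellular matrix genes 12 were higher and 1 lower (COL3A1 1.75, COL6A2 0.94; adjusted p = 3.5e-08, and 0.12 with an estimated correlation). Hypoxia and glycolysis genes were lower in 11 of 33 cases (SLC2A1 -0.91, DDIT4 -1.15; adjusted p = 3.1e-12, and 0.12 with an estimated correlation). Replication histones were higher in 5 of 14 cases and lower in 1 (HIST1H1C 0.84; adjusted p = 0.0024, and 0.12 with an estimated correlation). The 49 E2F and cell cycle genes had a median of -0.13 with none past the fold threshold (RRM2 -0.50, MYBL2 -0.33; adjusted p = 6.8e-07, and 0.12 with an estimated correlation), whereas the same list was not called with dCA (adjusted p = 0.085). Ribosomal protein genes had a median of -0.12 (adjusted p = 6.7e-10, and 0.43 with an estimated correlation). The cholesterol synthesis list (3 higher, 2 lower) and the unfolded protein response list (1 higher) were not called with 15w (adjusted p = 0.34 and 0.29).

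The 2 lists taken from the study moved mainly upward with both compounds in WT cells. Of the genes of the Senexin B list, all measured here, which the study drew from other libraries treated with another CDK8/19 inhibitor, 242 were higher and 43 lower with dCA (camera adjusted p = 2.1e-24, and 0.0029 with an estimated correlation). With 15w, 300 were higher and 49 lower (camera adjusted p = 5.2e-30, and 0.0011 with an estimated correlation). Of the 428 measured genes of the re-expression list, drawn by the study from dKO cells given back CDK8 or CDK19, 138 were higher and 52 lower with dCA (camera adjusted p = 1.3e-10, and 0.0059 with an estimated correlation). With 15w, 183 were higher and 48 lower (camera adjusted p = 5.1e-14, and 0.0019 with an estimated correlation). KCTD12 (-1.40 with dCA), the heat shock gene HSPA1B (-0.99 and, with 15w, -1.06, uncertain because of its near-identical paralog HSPA1A), MYC and NDRG1 had the smallest adjusted p-values in both lists. Adjusted over the list alone, the counts were 242 and 43, and 300 and 49, for the Senexin B list and 139 and 52, and 184 and 49, for the re-expression list. Over the other lists, adjustment over the list alone changed only the higher count of the immediate early list (4 to 5) and of the TGFβ and BMP list (4 to 5) with dCA, and of the extracellular matrix list (12 to 13) with 15w.

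The remaining lists were called with neither compound in WT cells, with camera adjusted p-values from 0.25 to 0.88 for dCA and from 0.29 to 1 for 15w. None of the 7 Mediator kinase module genes, the 26 core Mediator genes and the 6 neural crest and adrenal markers passed the thresholds. Of the 38 immediate early genes 4 were higher and 6 lower with dCA, and 4 higher and 4 lower with 15w, with MYC, JUN and ARC the strongest in each. Of 17 NFκB targets 1 was lower with dCA (BCL3 -0.61) and 3 were higher with 15w (TRAF1 0.76, CCL2 0.63). Of 18 Wnt targets 2 were lower with dCA and 1 with 15w, led by CCND1. Of 19 TGFβ and BMP targets 4 were higher and 1 lower with dCA, and 3 higher and 1 lower with 15w (ID4 -0.67 and -0.73, LTBP2 0.70 and 0.77). Of 29 neuronal markers 6 were higher and 2 lower with dCA, and 5 higher with 15w, among them the sodium channel gene SCN2A (1.65 and 1.51) and MAP2 (1.41 and 1.38). Epithelial markers were higher in 2 (dCA) and 1 (15w) of 15 cases, mesenchymal markers in 3 and 2 of 17, which include ACTA2, and endothelial markers in 1 and 0 of 4. Of 5 hematopoietic markers 1 was lower with each compound (CD14 -1.19 and -1.14). Of the 20 genes the study names, whose directions are not independent evidence because its text picked them, 7 were higher and 6 lower with each compound, with a median of 0.03 for dCA and of -0.01 for 15w, where the mean was 0.11. With 15w the NFκB list (median -0.04, mean 0.10) and the neural crest list (median -0.10, mean 0.04) also had a median and a mean of different sign. The mitochondrially encoded genes could not be tested, since all 37 were listed at 0.

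**Figure D1:**
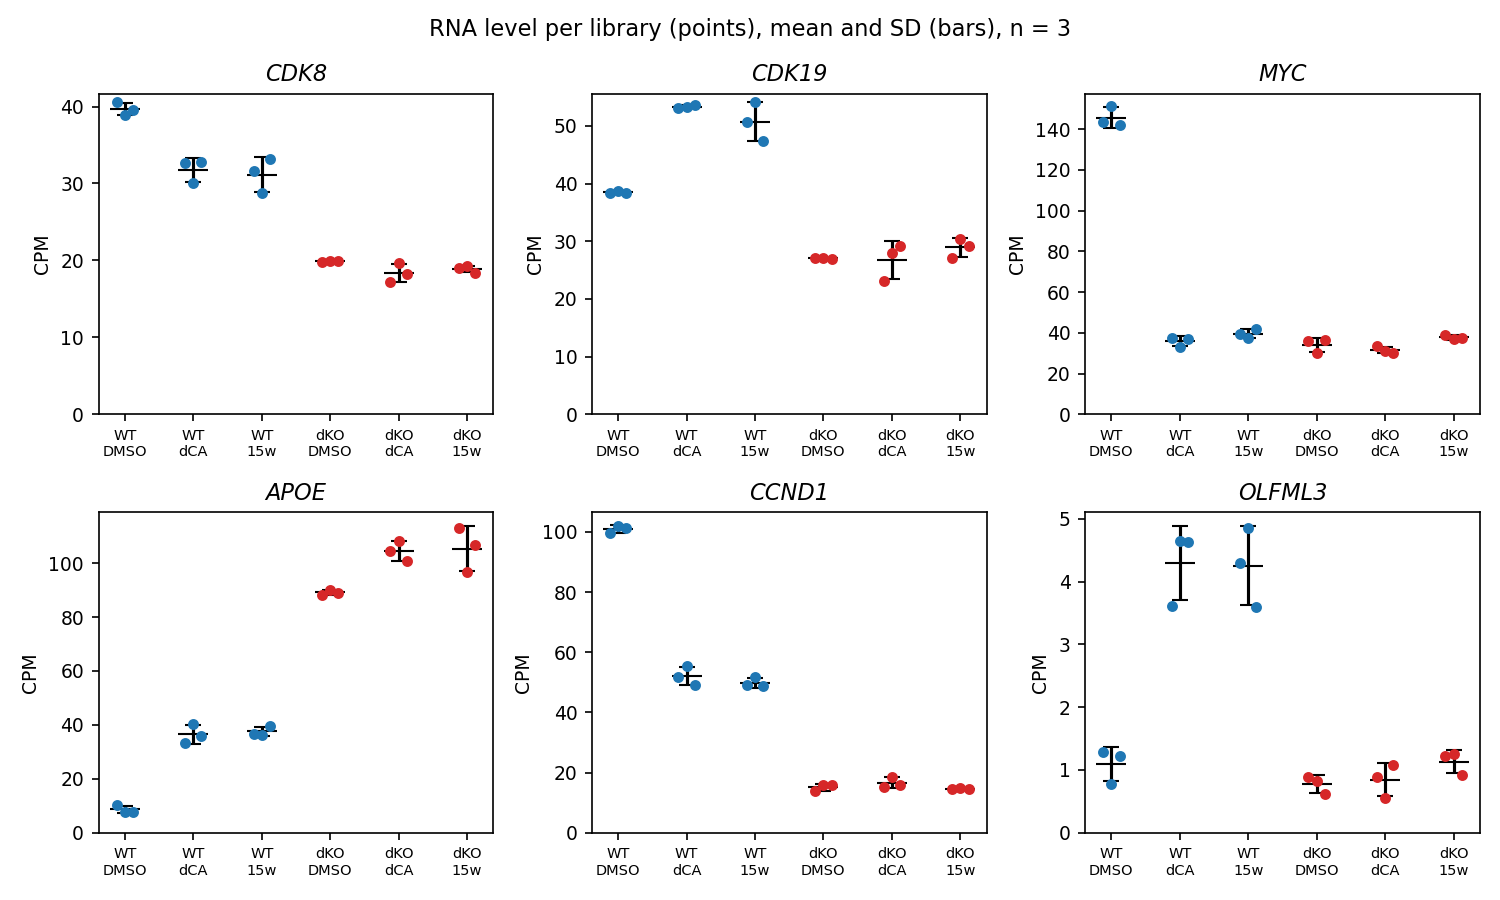
CPM of CDK8, CDK19, MYC, APOE, CCND1 and OLFML3 in each library (points), with the group mean and SD (bars, n = 3), WT in blue and dKO in red. MYC lay near 146 CPM in WT DMSO cells and between means of 31.6 and 39.6 CPM in the other 5 groups, whereas OLFML3 was highest in the inhibitor-treated WT cells (means of 4.29 and 4.26 CPM).

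Whether the compounds act alike was asked by comparing dCA with 15w directly at the same dose and time. In WT cells MYC differed by -0.13 (dCA minus 15w, 95% interval -0.26 to -0.01), APOE by -0.05 (-0.18 to 0.09), INPP5D by 0.07 (-0.26 to 0.39), OLFML3 by 0.01 (-0.27 to 0.28) and DERL3 by 0.07 (-0.07 to 0.21) on the log2 scale, none significant after adjustment by edgeR (adjusted p from 0.38 to 1). Wider intervals were found for ARC (-0.15, -0.55 to 0.25), GPR50 (0.32, -0.07 to 0.70) and CHAC1 (-0.30, -0.69 to 0.10). COL3A1 was lower with dCA by 0.38 (interval -0.56 to -0.20; edgeR adjusted p = 0.045), which is under the fold threshold. The 95% interval of the difference lay within 1.5-fold in either direction for 15655 of the 19032 genes (82.3%), and for 853 of the 1530 genes (55.8%) that either compound changed in WT cells. Of 1074 and 1216 called genes, 630 were called higher and 130 lower by both compounds, and no gene was called in opposite directions. Independent lists would share 42.2 and 3.0. Simulated unchanged groups shared 0, but groups without a change leave few called genes to share. That 0 does not show how much overlap the shared DMSO libraries could give lists of this length. Across genes, which are not independent replicates, the fold changes correlated with r = 0.868 over all tested genes and 0.965 over the Senexin B list, against 0.533 simulated for unchanged groups with the same DMSO libraries in both cases. The covariance was 0.088, against 0.013 simulated, a difference of 0.075, and over the Senexin B list it was 0.467, against 0.011. The simulated groups share the same DMSO libraries, so the simulated values already hold what replicate noise in those controls gives. The covariances left after subtraction, 0.075 and 0.455 over the Senexin B list, argue against that noise as the source of the excess. The 3 DMSO libraries cannot be split with 2 in each part, so separate controls were not used. A shift common to all 3 was not tested.

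At the level of single genes, 6 were called between dCA and 15w in WT cells, all lower with dCA, by edgeR. Those that passed the rule for named genes were ZNF467 (-0.82, adjusted p = 0.0077), PLPPR3 (-0.65, adjusted p = 0.011), the neuronal adhesion gene ICAM5 (-0.60, adjusted p = 0.0011) and the homeobox gene BARX1 (-0.59, adjusted p = 0.04). The calls depended on single libraries and on the tool: between 1 and 3 genes were called when any one of the 6 libraries was left out, DESeq2 called 2 and gave 4 of the 6 genes no adjusted p, a fit of these groups alone called 17 and a fit with no filter on low counts 18. DESeq2 without its own filter, an alternative chosen after seeing the data, called 3. ZNF467 was lost without WT dCA replicate 1 (adjusted p = 0.061), PLPPR3 without WT 15w replicate 1, WT dCA replicate 1 or WT dCA replicate 3 (adjusted p from 0.057 to 0.10), ICAM5 fell under the fold threshold without replicate 2 of either group (-0.56), and BARX1 was lost without any of the 6 libraries. Of the gene groups, 10 were called by camera, and 2 of them also with an estimated correlation: cholesterol synthesis genes were higher with dCA than with 15w by a median of 0.09 (adjusted p = 3.1e-10, and 0.042 with an estimated correlation), and E2F and cell cycle genes by a median of 0.09 (adjusted p = 6.3e-14, and 0.042 with an estimated correlation).

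**Figure D2:**
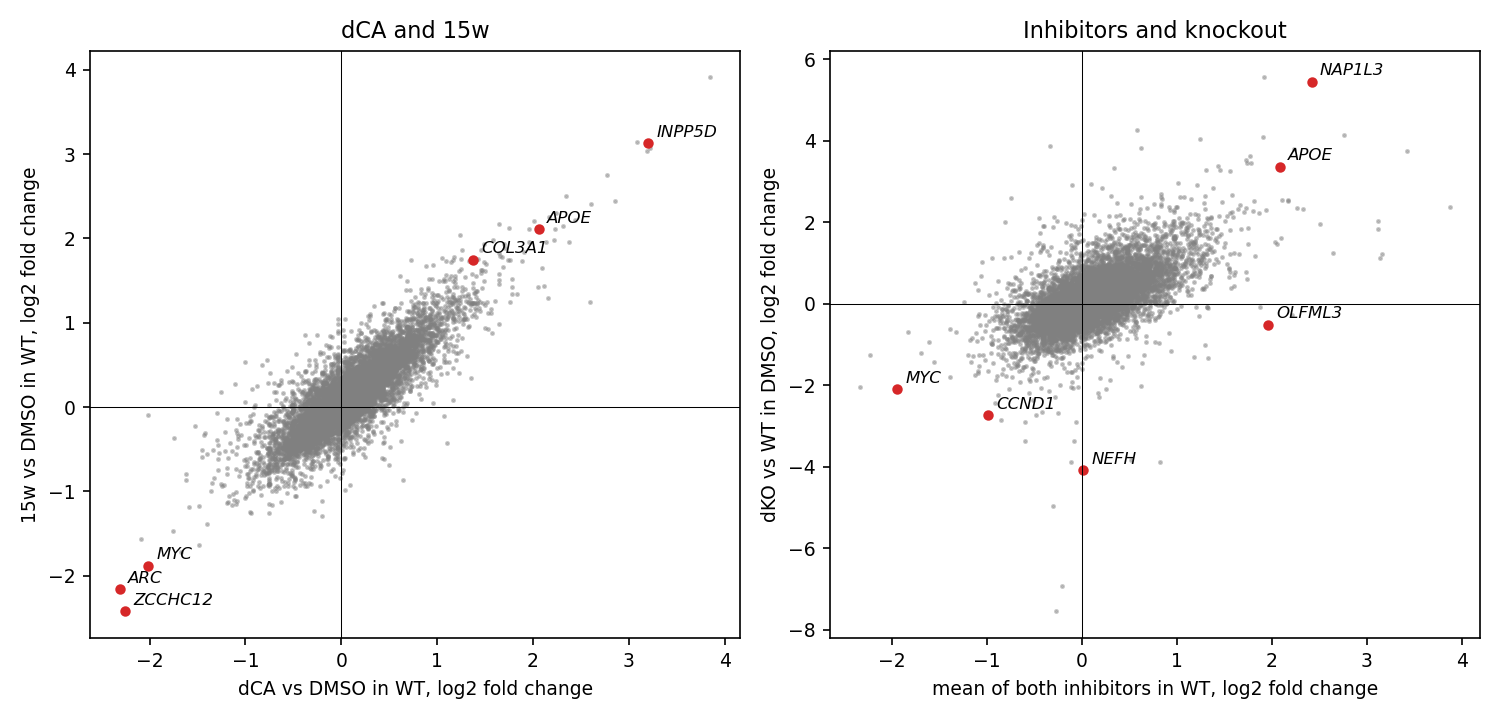
Log2 fold changes per gene: on the left dCA against 15w in WT cells, on the right the mean of both inhibitors in WT cells against dKO versus WT cells in DMSO. The left points lie along a line of slope 0.999, while on the right NEFH and NAP1L3 lie far out on the knockout axis and OLFML3 is changed by the inhibitors with a knockout value of -0.51.

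The knockout comparison asked how untreated dKO cells differ from WT cells. APOE was 89.2 ± 0.87 CPM in dKO cells, a log2 rise of 3.36 ± 0.08 (adjusted p = 3e-27 by edgeR), while CCND1 fell from 101 ± 1.23 to 15.2 ± 1.18 CPM, a log2 change of -2.73 ± 0.06 (adjusted p = 1.1e-27 by edgeR). MYC was lower at 34.2 ± 3.49 CPM (-2.09), and JUN (-1.09), ZCCHC12 (-2.05) and ARC (-1.25) were lower too. In all 2532 genes were called, 1690 higher and 842 lower. The largest rises were NAP1L3 (5.45), SERPINB9, an inhibitor of granzyme B (3.87), COL17A1 (3.79), the neuronal nitric oxide synthase gene NOS1 (3.63), RGL3 (3.39), APOE, IGLON5 (3.25) and PCDHA10 (2.95). NAP1L3 was near the floor in WT DMSO cells (0.065 ± 0.11 CPM, against 2.87 ± 0.42 in dKO cells), so its fold is imprecise. The same holds for ARSE, which was at 2.97 ± 0.58 CPM in WT and 0.086 ± 0.097 CPM in dKO cells. The folds of SERPINB9, NOS1, RGL3, IGLON5 and PCDHA10 are imprecise too, with 0.06 to 0.45 CPM in single WT DMSO libraries. The largest falls were ARSE (-4.95), the neurofilament gene NEFH (-4.09; 21.9 ± 0.79 to 1.29 ± 0.21 CPM), the meiotic cohesin gene REC8 (-3.84), ZDHHC22 (-2.90), RP11-463C8.7 (-2.84), ESRRG (-2.73), CCND1 (chromosome 11, 69641087 to 69654474) and the developmental transcription factor gene SOX11 (-2.65). EHD2 (2.10), COL3A1 (0.77), ETV5 (0.86) and RPL12P14 (3.74, uncertain) were higher and ID3 (-0.68) lower. EGR1 (0.60) and KLF2 (0.71) were called but lost without single libraries: EGR1 fell under the fold threshold without WT DMSO replicate 3 (0.51) or dKO DMSO replicate 3 (0.53), and KLF2 lost significance without replicate 2 of WT DMSO (adjusted p = 0.08) or of dKO DMSO (adjusted p = 0.075). The fall of ID3 was under the fold threshold with scaling by total counts (-0.58). GPR50 (0.34), DERL3 (0.36), OLFML3 (-0.51), MVD (0.21), CSRNP1 (-0.54) and BTG1 (-0.11) were not called. Of these GPR50, DERL3, MVD and CSRNP1 were significant by edgeR (adjusted p from 0.00038 to 0.04) below the fold threshold.

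In dKO cells 10 of 26 gene groups differed from WT cells by camera. Interferon-stimulated genes were higher in 15 of 43 cases and lower in 1 (OAS3 1.1, HLA-B 0.60, IFI35 1.62, STAT2 0.61; adjusted p = 2.9e-06, and 0.015 with an estimated correlation). The MYC and ribosome biogenesis list had a median of -0.28 with 1 member called, GNL3 at -0.86 (adjusted p = 3.4e-12, and 0.015 with an estimated correlation). The Senexin B list had 239 genes higher and 57 lower (adjusted p = 2.1e-14, and 0.013 with an estimated correlation), and the re-expression list, which the study chose from dKO cells, 215 higher and 72 lower (adjusted p = 1.7e-10, and 0.013 with an estimated correlation). Adjusted over the list alone, the higher counts were 240 and 216. Of the ATF4 genes 8 were lower and 2 higher (SLC7A5 -1.27, DDIT4 -1.74; adjusted p = 0.00018, and 0.16 with an estimated correlation), of the hypoxia and glycolysis genes 9 lower and 2 higher (SLC2A1 -1.23, LDHA -0.90; adjusted p = 0.00063, and 0.47 with an estimated correlation). Of the p53 targets 9 were higher and 1 lower (BAX 0.80, TP53INP1 1.09, PMAIP1 -0.69; adjusted p = 7.2e-05, and 0.42 with an estimated correlation). Cholesterol synthesis genes were lower in 5 of 25 cases (IDI1 -1.30, HMGCS1 -1.12, INSIG1 -0.76, FDFT1 -0.59; adjusted p = 0.021, and 0.42 with an estimated correlation). Wnt targets were lower in 4 of 18 cases and higher in 1 (CCND1, LGR5 -0.66, ZNRF3 -0.67; adjusted p = 0.036, and 0.11 with an estimated correlation), a call lost without WT DMSO replicate 2 (adjusted p = 0.051). Ribosomal protein genes had a median of -0.12 with 2 called, RPSA (-0.67) and RPL32 (-0.61; list adjusted p = 3.4e-06, and 0.57 with an estimated correlation). Of the 15 epithelial markers 6 were higher and 1 lower (KRT8 1.81, ESRP1 1.55, CDH1 1.37, KRT17 -1.54), which was not called (adjusted p = 0.079), and of 29 neuronal markers 13 were higher and 3 lower (adjusted p = 0.56). The 5 hematopoietic markers had a median of -0.32 although camera gave the opposite direction (adjusted p = 0.72). With scaling by total counts 2201 genes were higher and 560 lower in dKO cells, where the median of all genes lay at 0.103, so the share of higher calls went from 66.7% to 79.7%. In this comparison and in the effects of dCA in WT cells and of 15w in both cell lines, no list called by camera changed the sign of its median with scaling by total counts or by DESeq2's size factors.

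Inhibitors in WT cells and the knockout were then set side by side, since the knockout removes the kinases that the compounds inhibit. Of the 760 genes changed by both inhibitors, 503 were called in the same direction in dKO cells, 8 in the opposite direction and 249 not. The shared genes were 414 higher, where independent lists would share 55.9, and 89 lower, where they would share 5.8. Simulated unchanged groups shared 0, which, as above, does not show what the shared WT DMSO libraries could give. Fold changes of the mean inhibitor effect and the knockout correlated across genes with r = 0.642 over all tested genes (0.574 simulated for unchanged groups) and 0.723 over the Senexin B list (0.572 simulated). The covariances were 0.093 and 0.46, against 0.013 and 0.011 simulated, and the orthogonal slopes of the knockout on the inhibitor effects were 1.87 and 1.49. An orthogonal slope also rises with variance found in the knockout alone. These slopes therefore do not show that the knockout acted more strongly than the inhibitors on the changes they share. The simulated groups again share the WT DMSO libraries, so the covariances left after subtraction, 0.079 and 0.449, argue against replicate noise in those controls. As above, separate controls were not used, and a shift common to all WT DMSO libraries was not tested. Inhibited WT cells differed from untreated dKO cells in 1467 genes, 610 higher and 857 lower, by edgeR. TCEAL7 (4.72), ARSE (4.64), REC8 (4.35), NEFH (4.10) and C5orf38 (3.75) were higher in inhibited WT cells, and SERPINB9 (-4.21), NAP1L3 (-3.03), MAGEE1 (-2.84), PRR16 (-2.83) and LRRTM4 (-2.56) were lower. TCEAL7, ARSE and C5orf38 were near the floor in dKO DMSO cells (0.066, 0.086 and 0.11 CPM on average), so their folds and ranks are imprecise. So are those of SERPINB9, NAP1L3 and PRR16, which stood at 0.08 to 0.88 CPM in single inhibited WT libraries. CCND1 was higher by 1.74, OLFML3 by 2.46 and DERL3 by 0.93 in inhibited WT cells, and APOE (-1.27), GPR50 (-1.44) and ARC (-0.98) were lower. Of the 2532 genes that differed between dKO and WT cells in DMSO, 1665 were called with neither inhibitor, and 1022 differed between inhibited WT and dKO cells. The paper avoided conclusions from such comparisons because of clonal variability and guide RNA effects not mediated by the target. These were not separated from loss of the kinases here. Of the gene groups 12 were called by camera between inhibited WT and dKO cells and 0 with an estimated correlation (cholesterol synthesis had a median of 0.28, with adjusted p = 6.3e-09, and 0.077 with an estimated correlation).

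Treatment of dKO cells tested whether the compounds act without their targets. With dCA no gene was called in dKO cells by edgeR, limma-voom or DESeq2, where 982, 999 and 541 genes had an unadjusted p under 0.05. MYC shifted by -0.11, APOE by 0.23, CCND1 by 0.13 and ARC by -0.19 on the log2 scale, each with an edgeR adjusted p between 0.95 and 0.97. Camera called 5 gene groups with small medians, cholesterol synthesis (0.06, adjusted p = 9e-06), p53 targets (0.09, adjusted p = 0.00017), ribosomal proteins (0.03, adjusted p = 0.00017), E2F and cell cycle (0.03, adjusted p = 0.04) and hypoxia (-0.03, adjusted p = 0.045). None of these held with an estimated correlation (adjusted p from 0.40 to 0.62), and between 1 and 7 lists were called without single libraries, with 1 without dKO dCA replicate 2, 3 without dKO DMSO replicate 1 and 2 without dKO DMSO replicate 3.

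With 15w 97 genes were called in dKO cells, 79 higher and 18 lower, by edgeR, or 83 and 11 with scaling by total counts, under which CTB-25B13.5 and CTD-2528L19.6 were not called (adjusted p = 0.057 for each). CTD-2528L19.6 was also lost with no filter on low counts (adjusted p = 0.072) and in a fit of only the groups compared (adjusted p = 0.11). The largest rises were the ubiquitin ligase gene PARK2 (1.31 ± 0.24, adjusted p = 0.00071), the cytokine gene IL32 (1.21 ± 0.26, adjusted p = 0.0035), SYT12 (1.07), B3GNT3 (1.04) and the adhesion gene ICAM1 (1.04). PARK2 went from 0.73 ± 0.13 to 1.83 ± 0.29 CPM and IL32 from 0.80 ± 0.09 to 1.84 ± 0.24 CPM (SD, n = 3), so these are rarely sequenced genes. With dCA they stood between these values, at 1.34 ± 0.30 and 1.51 ± 0.32 CPM, with log2 fold changes against DMSO of 0.86 for PARK2, 0.93 for IL32, 0.85 for SYT12 and 0.77 for B3GNT3 that were not significant (edgeR adjusted p = 0.95 for each), and none of the 4 was called between 15w and dCA (adjusted p from 0.23 to 0.60). ICAM1 did not share this pattern: with dCA it stood at 0.64 to 0.81 CPM, within its DMSO range of 0.48 to 1.14 CPM. With 15w ICAM1 stood at 1.22 to 1.70 CPM. The largest falls were CTB-25B13.5 (-1.08), AC006538.1 (-1.02), OGFRP1 (-0.87), the integrin gene ITGB2 (-0.86) and CTD-2528L19.6 (-0.83). Without dKO DMSO replicate 1 the calls of B3GNT3, ICAM1, CTB-25B13.5, AC006538.1, ITGB2 and CTD-2528L19.6 were lost (edgeR adjusted p from 0.086 to 0.18). Of these genes B3GNT3, ICAM1, CTB-25B13.5, ITGB2 and CTD-2528L19.6 were also lost without dKO DMSO replicate 2, CTB-25B13.5, ITGB2 and CTD-2528L19.6 without dKO DMSO replicate 3 or dKO 15w replicate 3, B3GNT3, ICAM1 and ITGB2 without dKO 15w replicate 1, and ICAM1, CTB-25B13.5 and CTD-2528L19.6 without dKO 15w replicate 2 (adjusted p from 0.051 to 0.28). OGFRP1 was lost without dKO DMSO replicate 3 (adjusted p = 0.13) or dKO 15w replicate 1 (adjusted p = 0.073), while PARK2, IL32 and SYT12 were called whichever library was left out. MYC (0.15), CCND1 (-0.06) and JUN (-0.05) were not called, and APOE (0.24), EHD2 (0.33) and COL3A1 (0.39) were significant by edgeR (adjusted p = 0.0051, 0.023 and 0.027) below the fold threshold. The Senexin B list had 8 genes higher and a median of 0.15 (camera adjusted p = 2.1e-10, and 0.034 with an estimated correlation), the re-expression list 2 higher, 1 lower and a median of 0.10 (camera adjusted p = 1.2e-06, and 0.034 with an estimated correlation), and the MYC and ribosome biogenesis list a median of -0.11 with none past the fold threshold (UTP20 -0.43; camera adjusted p = 2.5e-12, and 0.034 with an estimated correlation). Ribosomal proteins (median 0.10), cholesterol synthesis (-0.10), the unfolded protein response (-0.08), E2F and cell cycle (-0.05) and hypoxia (-0.09) were called by camera with adjusted p-values from 3.4e-22 to 9.4e-05, but had adjusted p-values from 0.16 to 0.36 with an estimated correlation. The count of 97 was not stable: DESeq2 called 19, with 77 of the 97 given no adjusted p, and 39 without its filter on low counts, an alternative chosen after seeing the data, and 60 genes were called without dKO DMSO replicate 1. On the third principal component, with 5.2% of the variance, the dKO 15w libraries lay between 11.5 and 16.9 and the dKO DMSO libraries between -7.24 and -6.32, and the dKO 15w libraries also differed most among themselves (chi-square over degrees of freedom 2.50 to 4.55, against 1.24 to 2.00 in the other groups).

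Between the compounds in dKO cells 105 genes differed by edgeR, 15 higher and 90 lower with dCA. CTD-2561B21.8 (0.92), ITGB2 (0.85), CTC-248O19.1 (0.85), the ETS factor gene ETV5 (0.77) and RIMBP3 (0.74) were higher with dCA, and RP13-977J11.2 (-1.13), the R-spondin gene RSPO4 (-1.12), SATB1-AS1 (-1.05), the actin-associated gene SYNPO (-1.01) and PRR35 (-1.0) lower. ITGB2, CTC-248O19.1, RSPO4 and PRR35 lost their calls without dKO dCA replicate 3 (edgeR adjusted p from 0.052 to 0.094) and RP13-977J11.2 without dKO dCA replicate 2 or dKO 15w replicate 1 (adjusted p = 0.076 in each case). ITGB2, CTC-248O19.1 and PRR35 were also lost without dKO dCA replicate 2 or dKO 15w replicate 1 (adjusted p from 0.093 to 0.27), ITGB2 and CTC-248O19.1 without dKO 15w replicate 3 (0.068 and 0.12) and CTC-248O19.1 without dKO dCA replicate 1 (0.061). A fit of only the groups compared lost ITGB2 and CTC-248O19.1 (adjusted p = 0.072 and 0.067), and scaling by total counts lost ITGB2 (adjusted p = 0.05). Without dKO dCA replicate 3, 63 genes were called in all, and DESeq2 called 39, with 56 of the 105 genes given no adjusted p, and 47 without its filter. The 95% interval lay within 1.5-fold for 15128 genes (79.5%). Of 9 gene groups called by camera, cholesterol synthesis, higher with dCA by a median of 0.15 (adjusted p = 3.9e-12, and 0.043 with an estimated correlation), was the only one to hold with an estimated correlation.

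The effects in WT and dKO cells were compared by testing their difference. For dCA 809 genes had a different effect in WT than in dKO cells, 608 with a higher and 201 with a lower log2 fold change in WT cells, by edgeR. MYC differed by -1.90 ± 0.09 (adjusted p = 1.8e-17), ZCCHC12 by -2.12, ARC by -2.12, APOE by 1.83, INPP5D by 2.80 and HAS2 by 2.42. For 15w 786 genes differed, 554 higher and 232 lower, with MYC at -2.03 ± 0.08 (adjusted p = 4.5e-19), ZCCHC12 at -2.35, APOE at 1.86 and INPP5D at 2.72. Of the gene groups 11 (dCA) and 13 (15w) differed by camera, of which 4 and 3 held with an estimated correlation. Among these the ATF4 list was lower in WT cells with both compounds (10 of 33 members lower and 1 higher with dCA, adjusted p = 3.3e-15 and 0.0076 with an estimated correlation; 11 lower with 15w, adjusted p = 2.3e-17 and 0.0053 with an estimated correlation). With scaling by total counts the share of higher calls rose from 75.2% to 84.6% for dCA and from 70.5% to 80.5% for 15w.

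**Figure D3:**
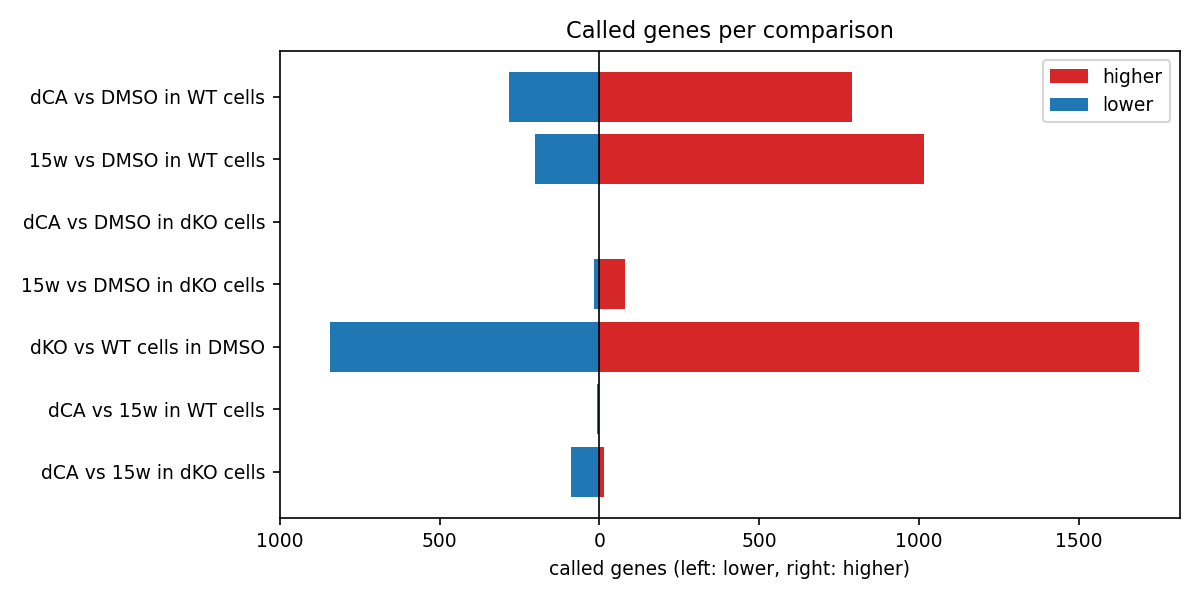
Number of genes called higher and lower in 7 comparisons (edgeR, adjusted p of 0.05 and fold change of 1.5). The count was 1074 for dCA and 1216 for 15w in WT cells, 0 and 97 in dKO cells, 2532 for dKO against WT cells, and 6 and 105 between the compounds in WT and dKO cells.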

Values the study reported

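The study selected differentially expressed genes at a fold change above 1.5 and an FDR below 0.05. It reported 396 high-confidence genes after 3 days of Senexin B in parental cells, 359 up and 37 down. These met the FDR in every independent batch and the fold change on average over batches. The counts of called genes given above did not have to meet that rule, so they cannot be compared directly. Its Senexin B set, taken from 3 time points of treatment (3 h, 24 h and 3 days), held 436 genes, and it listed 429 genes regulated by putting wild-type CDK8 or CDK19 back into dKO cells. Both sets were limited in the same way, over batches or over independent sets of derivatives.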

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

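The effects of each compound in WT and in dKO cells were compared by a test of their difference, and the genes below passed it at the thresholds used throughout. For dCA 809 genes differed, and 11 gene lists by camera, of which 4 held with an estimated correlation. The differences in log2 fold change, WT minus dKO, were MYC -1.90, JUN -0.79, ZCCHC12 -2.12, ARC -2.12, GPR50 -1.05, CCND1 -1.09, GALNTL6 -1.68 and NDRG1 -1.61 among genes that were more negative in WT cells. On the other side were APOE 1.83, EHD2 1.25, COL3A1 1.34, DERL3 1.31, OLFML3 1.85, RPL12P14 3.64, INPP5D 2.80, RP11-347C18.3 2.78, HAS2 2.42, COL17A1 2.17 and RP11-1275H24.3 2.09.

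For 15w 786 genes differed between the cell lines, and 13 gene lists by camera, of which 3 held with an estimated correlation. MYC stood at -2.03, JUN at -0.76, ZCCHC12 at -2.35, ARC at -1.81, GPR50 at -1.21, CCND1 at -0.96, CHAC1 at -1.81 and NDRG1 at -1.76. APOE stood at 1.86, EHD2 at 0.99, COL3A1 at 1.36, DERL3 at 1.23, OLFML3 at 1.42, RPL12P14 at 3.43, MVD at 0.61, INPP5D at 2.72, HAS2 at 2.47, ACTA2 at 2.03, TRANK1 at 2.00 and COL17A1 at 1.94.

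Chance as a source of these differences was tested by reassigning treatment within each cell line, in 50 splits with the real one included. For dCA, 6 of the 50 splits gave as many genes as the real 809, with 1021 the highest of the others, and for 15w also 6 of 50, with 1201 the highest against the real 786. In all 5 of the other splits as large, for each compound, the WT labels were the real ones (7 such splits were drawn besides the real labels), and no split with other WT labels called a gene. The scheme leaves the effect in WT cells in place whenever only dKO labels change, so its count does not bear on whether these differences arose by chance. Inhibited WT against dKO cells gave 1467 genes, and 1 of 84 splits, the real one, gave as many, with 370 the highest of the others. That argues against a random grouping of these libraries. The real split also divides WT from dKO cells, which the first principal component parted. The count therefore does not bear on the cause of the difference. The comparisons of 3 libraries with 3 have 10 splits, too few for a share under 0.05. There the real count and the highest other were 1074 and 0 for dCA and 1216 and 0 for 15w in WT cells, 97 and 0 for 15w and 0 and 0 for dCA in dKO cells, 2532 and 0 for dKO against WT cells, and 6 and 0 (WT) and 105 and 1 (dKO) for dCA against 15w; 1 of 10 splits reached the real count in each but dCA in dKO cells, where all 10 did.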

How the results depend on the processing

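DESeq2 without its filter on low counts and the shuffles of replicate numbers were added after seeing the data, and the other settings were fixed beforehand. The counts of called genes for dCA and 15w in WT cells, dKO against WT cells, both differences between cell lines and inhibited WT against dKO cells stayed within 1.5 times under every setting but the removal of the fold threshold, and the overlaps and the levels of CDK8 and CDK19 under every setting run. Without the fold threshold the counts were 6691 (dCA, WT), 7292 (15w, WT), 1383 (15w, dKO), 9823 (dKO against WT), 96 and 1429 (dCA against 15w in WT and dKO cells), 3853 and 3804 (differences between cell lines for dCA and 15w) and 8610 (inhibited WT against dKO cells), which follows from dropping a criterion. DESeq2 gave 19 for 15w in dKO cells, 2 and 39 for dCA against 15w in WT and dKO cells, where it left 77, 4 and 56 of the genes called by edgeR without an adjusted p, and 39, 3 and 47 without its filter. For dCA against 15w in WT cells the count of 6 became 18 with no filter and 17 with only the groups compared, and for these the cause was not tested. Leaving out single libraries gave 60 (without dKO DMSO replicate 1) to 110 for 15w in dKO cells, 1 to 3 for dCA against 15w in WT cells and 63 (without dKO dCA replicate 3) to 125 in dKO cells, with fewer libraries in each fit. The correlations over all tested genes fell to 0.737 (dCA and 15w) and 0.606 (inhibitors and knockout) with no filter, which adds genes of few counts.

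Replicate numbers were not taken to pair the libraries, since the labels name no shared batch and no correlation passed 0.1: deviations of libraries with the same number correlated from -0.048 to 0.078 (median 0.02, against -0.01 for different numbers), and 11 of 18 libraries correlated best with their own number, against a mean of 5.9 over 1000 shuffles of the numbers within groups (6.1% of shuffles gave as many). Some genes did share a shift by number: 1 number was the highest in all 6 groups for 219 genes, against a mean of 78.5 in the shuffles (0.2% gave as many), among them INPP5D, ACTA2 and ACTA2-AS1. With the number as a replicate block the count for dCA against 15w in WT cells went from 6 to 10, and every other count of genes stayed within 1.5 times.

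The number of called lists fell with an estimated correlation to 4 (dCA, WT), 5 (15w, WT), 0 (dCA, dKO), 3 (15w, dKO), 4 (dKO against WT), 2 and 1 (dCA against 15w in WT and dKO cells), 4 and 3 (differences between cell lines) and 0 (inhibited WT against dKO cells). By fry it was 18 (15w, WT), 0 (dCA, dKO), 22 (dKO against WT), 5 (dCA against 15w, WT), 19 (difference for dCA) and 19 (inhibited WT against dKO), a test that does not compare a list with other genes. Without single libraries the 5 lists of dCA in dKO cells became 1 to 7. Of the values of single genes 2153 kept direction and side of the threshold, 66 were no longer past it, 1 newly passed (CSRNP1, dKO against WT, -0.62 without WT DMSO replicate 2) and 10 changed sign; of those of lists 1377 stayed and 116 were no longer past it, with none reversed. The sign changes were all in uncalled genes near 0, and their cause was not tested. With scaling by total counts KLF2 was 0.01 (dCA) and 0.05 (15w) in WT cells. Leaving out single libraries gave KLF2 -0.24 to 0.24 (dCA) and -0.23 to 0.13 (15w) and BTG1 -0.01 to 0.05 (15w) in WT cells. Depth can limit rarely sequenced genes most, which was not tested by abundance. PARK2 and IL32 stood at means of 1.83 and 1.84 CPM in dKO cells with 15w. Some called genes were rarer there, such as CTB-25B13.5 at 0.34 to 0.96 CPM.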

Other observations

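The tests of an effect of 15w, or of both inhibitors, that does not need CDK8 and CDK19 were chosen after the result was seen, and the number of thinning draws was raised from 1 to 10 after the first was seen. Some gene groups of untreated dKO cells not described above changed in both directions against WT cells, and none of them was called by camera. Of the 17 NFκB targets 2 were higher, RELB (1.40) and TRAF1 (0.92), and 2 lower, among them IL32 (-1.10; list adjusted p = 0.69). Of the TGFβ and BMP targets 3 were higher and 6 lower, among them the inhibitors of differentiation ID4 (-0.84) and ID2 (-0.78) and the SMAD corepressor gene SKI (-0.65; list adjusted p = 0.086). Immediate early genes were higher in 7 and lower in 8 of 38 cases, with the phosphatase genes DUSP1 (-1.06) and DUSP2 (-1.22) lower (list adjusted p = 0.55). Extracellular matrix genes were higher in 9 and lower in 4 of 40 cases (COL6A2 1.70, LAMB2 0.82; list adjusted p = 0.20). Replication histones, a list that camera called higher with both inhibitors in WT cells (adjusted p = 0.083 for dCA and 0.12 for 15w with an estimated correlation), had 2 higher and 2 lower in dKO cells (HIST1H4H 0.76, HIST2H2BE -0.94; list adjusted p = 0.89).

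In dKO cells 15w also raised the neuronal microtubule gene MAP2 (0.82) and the collagen gene COL9A3 (0.68) and lowered SPRY4 (-0.73, edgeR adjusted p = 0.032), a feedback inhibitor of receptor tyrosine kinase signaling whose call was lost when adjusted over the list alone (0 of the immediate early genes lower). The heat shock genes HSPA1B (-0.31) and HSPA1A (-0.34) were lower in dKO cells with 15w at edgeR adjusted p-values of 1.4e-07 and 3.2e-07, below the fold threshold, and their values are uncertain because the genes are near-identical paralogs. The p53 list differed between cell lines for both compounds, with 9 of 26 members higher in WT cells for each (camera adjusted p = 2.7e-11 and 1.9e-11, and 0.10 and 0.12 with an estimated correlation).

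The first pattern is the set of 97 genes changed by 15w in dKO cells. Depth and gene length alone do not account for it: thinning the libraries to the smallest total left 94.8% of the count on average over 10 draws (84.5% to 107.2%, with 67 to 79 of the genes shared), and removing the length trend of each library left 101% (98 genes, 95 of them shared). A check of GC content could not cover the whole set, since only 77.3% of the called genes had a GC value. Among genes with a value, removing the GC trend of each library took the count from 75 to 85 (113.3%), with 70 shared. Their median absolute log2 fold change went from 0.80 to 0.76. These values argue against GC bias for the genes covered, and the rest were not tested. In WT cells, whose libraries are others, 15w minus dCA had the same sign as 15w minus DMSO in dKO cells for 80 of the 97 genes (82.5%, against 65.2% of all tested genes), with medians of 0.17 and 0.82, but in dKO cells dCA moved these genes the same way by a median of 0.26, and only 29 of the 97 were called between 15w and dCA there, so part of the change may come from the DMSO libraries that both comparisons share. The shared sign in WT cells is consistent with an effect of 15w that does not need CDK8 and CDK19, offered as a hypothesis, but equally with a batch shared by all 15w libraries, and these cannot be told apart because the labels give no batch.

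The second pattern is a set of 90 genes changed by both inhibitors in WT cells, not called in the same direction in untreated dKO cells and different between inhibited WT and untreated dKO cells by edgeR, 75 higher and 15 lower with the inhibitors. A candidate explanation is an effect of both compounds on another target. Against it, the median effect of the inhibitors on these genes, signed by its direction in WT cells, was 0.84 in WT cells and 0.07 in dKO cells (95% interval 0.04 to 0.14 from resampled genes), that is 7.9% of that in WT cells. For 15w, 3 of the 90 genes were called in dKO cells, where 97 of all 19032 tested genes were, so an effect of 15w on single genes of the set stays open. Clonal differences and adaptation of dKO cells to the loss of the kinases were not tested and stay open.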
